A study of Mus with 4 samples. Its data were reported in "CRISPR-free RNA base editing mediated PTC-readthrough restores hearing in mice with Otof nonsense mutation" (2025).

How the data were processed

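Pseudouridine (Ψ) was mapped across the transcriptome of mouse cochlear tissue by PRAISE, in which a sulfite and bisulfite treatment makes reverse transcriptase skip Ψ, so that a modified position appears as a deletion in the reads. The mice carried the c.1315 C-to-T change of Otof, which places a premature stop codon at codon 439 of the gene for otoferlin, a synaptic protein of inner hair cells. The labels describe 4 samples, of which 2 were untreated and 2 had received RESTART v3, a guide snoRNA system meant to turn the uridine of that stop codon into Ψ. The values analysed here belong to untreated replicates 1 and 2. The RESTART v3 samples were not analysed here. Each untreated sample was represented by 2 libraries, one with the PRAISE chemistry and one control library without it.

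According to the study's methods, the authors removed ribosomal RNA before fragmentation, while the labels name the molecule as polyA RNA. Libraries were made with a stranded total RNA kit for low input. The submitters' processing notes name cutadapt version 4.2 and UMI-tools version 1.0.0, and the GRCm39 build. Read 2 was trimmed, identical reads were collapsed before the molecular identifiers were cut off, all libraries were thinned to a common size, and PRAISE-tool aligned the reads to RefSeq transcripts. The deposited counts were deletion reads and total reads at each site in the chemistry and the control library of each replicate, without normalization. The deposited deletion ratios were the fraction of total reads at a site with a deletion, and the deposited modification level was the fraction in the chemistry library minus the fraction in the control library. The deposited p-value came from a contingency table test of chemistry against control reads, without adjustment. The authors kept a site for a replicate where the p-value was under 0.005, the control ratio was at most 5% and the level was over 5 percentage points. A site that missed a rule in a replicate carried no value for it, so its level there is unknown, and comparisons between replicates cover sites that passed in both.

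The table analysed held 755 sites in 465 genes. There were 339 single positions and 416 runs of up to 7 adjacent positions, for which the chemistry alone does not tell which uridine was modified. A spreadsheet had turned the positions of 20 runs into calendar dates. These were read back as month and day, and the genomic coordinates agreed in all 8 transcripts that held another site. In 95 of 102 transcripts with a run and another site, the coordinate of a run was that of its last position, and the other 7 were not resolved because exons were not used here. Gene types came from a RefSeq gene table of the GRCm38.p6 assembly, by transcript identifier or symbol, for 635 of the 755 sites, and its coordinates served only to find which small RNA genes lie inside other genes. Transcripts with NM or XM identifiers were taken as coding and those with NR or XR identifiers as non-coding. A genome sequence and the bounds of coding regions were not used here, so untranslated regions, sequence motifs and complementarity to the guide were not analysed here.

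Computations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. For each site and replicate a two-sided Fisher exact test compared deletion and other reads between the chemistry and control libraries. A site was called in a replicate at p under 0.005, a control ratio under 5%, a level over 5 points and at least 20 reads in both libraries. Agreement of replicates was tested with a two-sided Fisher exact test on chemistry reads at sites with at least 20 of them in each replicate, with Benjamini-Hochberg adjustment at 0.05. The median level per sample was described without a test, since only 1 group had values. Medians of the mean level of the replicates were compared between 2 pairs of classes, coding against non-coding transcripts and runs against single positions, by a two-sided permutation test over sites with 100000 resamples, at sites with at least 20 reads in all libraries, and adjusted over both comparisons. Sites within a gene and copies of a gene are not independent, so these p-values describe the listed sites. Shares of single samples carry Wilson 95% intervals, which cover counting error only.

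The rule for the genes named was fixed before the data were examined, and sites named outside it were chosen after their values were seen. The rule took Otof, the 10 coding and 10 non-coding sites of highest mean level among sites called in both replicates, up to 3 called sites of highest level in each of 16 gene lists, and the 5 largest differences among sites past the replicate test. The lists were cytosolic ribosomal proteins, mitochondrially encoded transcripts, nuclear oxidative phosphorylation, translation factors, tubulin and actin cytoskeleton, chaperones and stress, inflammation, hair cell and cochlear epithelium, neuron, Schwann cell and myelin, bone and fibroblast, cartilage, blood and immune and skeletal muscle markers, Ψ synthases with H/ACA proteins, and small non-coding RNA. The alternatives were read minimums of 10 and 50, a level over 10 points, adjusted p-values, the deposited p-values and levels without subtraction. Others were means in place of medians, coding transcripts alone, the highest site of each gene (1 site per gene) and each replicate alone. 3 further kinds, added after seeing the data, left out Lars2, left out 4 genes with uneven reads, or compared classes within 5 strata of read depth.

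The tests were run first on simulated counts drawn from the real read numbers at 434 sites. With no difference between replicates, 0 sites passed the replicate test. Of 200 sites shifted by 10 points, 57.0% were recovered (91.4% of those with at least 200 reads), and of 200 shifted by 20 points, 81.0%. Among sites left unshifted, 0 passed in the first case and 3 in the second. In the simulation of site calling, 90.6% of 234 modified sites were called in both replicates, with 0 calls among the unmodified sites. The unmodified sites took the control ratios of listed sites, which the rules had kept low, so this says little about false calls elsewhere. Of 100 random divisions of the sites into classes, 4 gave p under 0.05, and of 100 classes shifted by 15 points, 88 did. These divisions broke up the grouping of sites by gene, so they do not test the effect of that dependence.

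The deposited p-values came from more than 1 test. Within a relative tolerance of 0.001, those of replicate 1 equalled a two-sided Fisher test at 298 sites, a one-sided one at 95, a chi-square test with Yates correction at 167 and an uncorrected one at 49. In replicate 2 the numbers were 394, 89, 128 and 35. The two-sided Fisher test was tried first, and p-values too small to be stored can match more than 1 test. The numbers for the two-sided Fisher test are thus upper limits. The two-sided Fisher p was 0.005 or more at 6 sites of each replicate. For Xist, the loss of sites within a gene was fitted by maximum likelihood as a beta-binomial distribution over the genes of the matched sites.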

Results

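Endogenous Ψ was measured in cochlear tissue of untreated mice with the Otof c.1315 C-to-T change, in 2 replicates. Replicate 1 had values at 609 sites and replicate 2 at 646. Both replicates had values at 500 sites, while 109 were listed in replicate 1 alone and 146 in replicate 2 alone. Of the 755 sites, 250 lay in coding and 505 in non-coding transcripts. The chemistry library held a median of 121 reads per listed site in replicate 1 (range 2 to 200655) and of 137 in replicate 2 (range 2 to 1489357), and the control library a median of 319 and 228 reads. Fewer than 20 reads in either library were found at 78 sites of replicate 1 and 80 sites of replicate 2. With 20 reads in each library and no control deletion, a site passed only from a level of 40.0%. At 100 reads it passed from 9 deletion reads and at 500 reads from a level of 5.20%. With more control than chemistry reads, lower levels passed, and the lowest level called under 50 chemistry reads was 5.13% in replicate 1 and 6.52% in replicate 2.

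Which RNAs of the untreated cochlea carry Ψ was addressed first. Otof, the mutated gene, had no site among those analysed, and its read depth was not analysed here. The sites analysed had already passed nearly the same rules in each replicate that listed them. Calls here thus mainly apply the minimum of 20 reads, and 6 of 434 sites with enough reads in all libraries failed. In all, 428 sites in 244 genes were called in both replicates, 92 in coding and 336 in non-coding transcripts. Small non-coding RNA held 218 of them, with a median level of 25.6%. The highest levels on this list were found in predicted snoRNAs, Gm24336 at positions 16 to 17 (91.3% ± 0.501, SD, n = 2), Gm22270 at position 85 (91.2% ± 2.01) and Gm24119 at positions 172 to 173 (89.4% ± 2.70). Control deletion ratios were low at the 434 sites with at least 20 reads in all libraries. The rules that kept these sites required a low control ratio and a higher chemistry ratio. This contrast is thus partly set by selection, and background deletion at unlisted positions was not analysed here. The median deletion ratio of the control was 0.0533% in replicate 1 and 0.0137% in replicate 2, against 28.9% and 25.9% with the chemistry.

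Spliceosomal RNAs and other structured RNAs spanned a wide range of levels. These sites were chosen after their values were seen. U12 RNA (Rnu12), part of the minor spliceosome, reached 85.8% ± 3.52 at position 18 and 74.9% ± 2.01 at position 27, but 13.2% ± 1.70 at positions 33 to 34. U5 RNA (Rnu5g) had 72.8% ± 2.43 at positions 52 to 54 and 66.8% ± 2.81 at positions 40 to 43, while position 46 had 9.89% ± 0.144. U2 RNA (Rnu2-10) had 33.8% ± 2.55 at positions 91 to 92, and U1 RNA (Rnu1a1) 27.0% ± 3.59 at positions 5 to 6. Position 250 of 7SK RNA (Rn7sk), which holds the elongation factor P-TEFb inactive, was at 67.2% ± 1.11 over 107365 and 66838 chemistry reads. The signal recognition particle RNA (Rn7s1) had 16.4% ± 0.299 at position 236, and the RNA of RNase P (Rpph1) 19.0% ± 0.517 at positions 151 to 152.

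**Figure D1:**
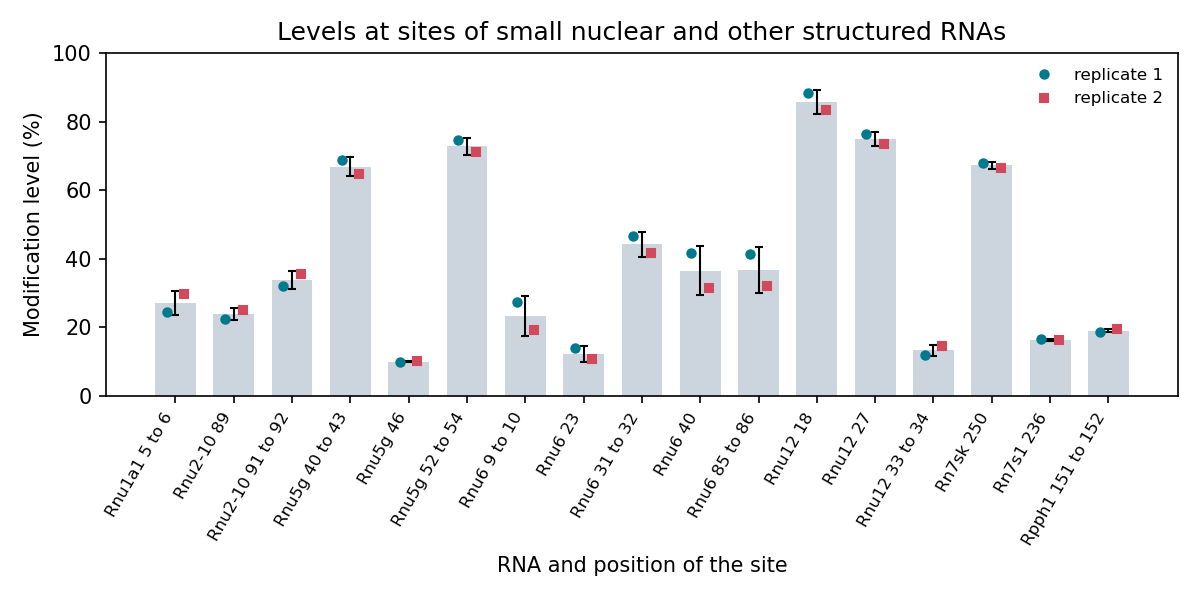
Modification level in percent (vertical axis) at sites of small nuclear and other structured RNAs (horizontal axis), with bars for the mean of 2 untreated replicates, error bars for the SD, circles for replicate 1 and squares for replicate 2. Rnu12 position 18 is the highest at 85.8% and Rnu5g position 46 the lowest at 9.89%.

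Among coding transcripts, the 10 highest sites came from 5 genes. The zinc finger gene Tshz2 had the highest level, 93.6% ± 4.19 (SD, n = 2) at positions 5007 to 5008 (GRCm39 chromosome 2, 169729381), over only 32 and 29 chemistry reads. Lars2, the mitochondrial leucyl-tRNA synthetase, held 6 of the 10, all between positions 3542 and 3703 of the transcript (chromosome 9, 123291055 to 123291215). The highest of them, at positions 3623 to 3624, had 90.0% ± 0.0510. The others were Arhgef12 (86.6% ± 3.63, positions 5837 to 5838), Ndufs7, a subunit of respiratory complex I (85.8% ± 0.308, positions 109 to 110), and Rps12 (81.9% ± 1.05, positions 500 to 502). Chemistry reads over Lars2 were a median of 64.7 times more numerous in replicate 2 than in replicate 1. Whether these reads came from the Lars2 mRNA or from another RNA mapped to it was not tested. Its levels may thus not describe that mRNA.

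The highest sites in non-coding transcripts were Mir6516 at positions 57 to 59 (96.7% ± 1.55, 27 and 22 chemistry reads), Gm23991 at positions 67 to 69 (95.8% ± 3.07), Gm46178 at positions 253 to 254 (95.7% ± 0.357) and Gm26917 at positions 3934 to 3936 (94.1% ± 0.270, chromosome 17, 40157823). Gm26917 held 48 of the 755 sites, the most of any gene, and 2 more of its sites were among the 10 highest (92.2% ± 0.104 at positions 4807 to 4808 and 91.6% ± 0.0922 at positions 4709 to 4710). The others were Gm15564 (94.0% ± 0.371), 9130213A22Rik (93.1% ± 0.323), Gm24616 (91.8% ± 2.64) and Gm24336. Reads over these sites of Gm26917, Gm46178 and Gm15564 were uneven between replicates as in Lars2, and their origin was not tested either.

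Cytosolic ribosomal proteins formed the largest coding list, with 21 sites of 16 genes called in both replicates. Their median level was 8.65%, with a range from 5.49% to 81.9%. The upper end came from the Rps12 transcript, with 81.9% ± 1.05 at positions 500 to 502 and 81.2% ± 0.711 at position 492, followed by Rplp1 of the ribosomal stalk (32.7% ± 1.74 at position 400). For nuclear oxidative phosphorylation, 3 sites of 2 genes were called. Besides the highest Ndufs7 site these were Ndufs7 positions 82 to 83 (15.1% ± 7.61, from 9.76% and 20.5% over 41 and 78 chemistry reads) and Atp5b, a subunit of ATP synthase (13.2% ± 2.09 at position 1006). Of the translation factors, Eef1b2 (11.8% ± 3.30) and Eef2 (11.3% ± 1.68) were called. The myelin, cartilage and inflammation lists gave 1 called site each. Pmp22, a protein of compact myelin, had 30.6% ± 9.82, the cartilage collagen Col2a1 11.3% ± 4.83, and B2m, the light chain of MHC class I, 12.4% ± 3.28.

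Other lists held no site called in both replicates. Of the cochlear markers, the tectorial membrane gene Otog had a level of 13.4% in replicate 1 and 20.5% in replicate 2 at position 5615, but the Fisher exact p of 0.00564 in replicate 2 (39 chemistry reads) missed the threshold. Its position 5944 was listed in replicate 1 alone. Col1a2 of bone and fibroblasts had 6.31% in replicate 2 alone (Wilson 95% interval of the chemistry ratio 4.31% to 9.15%), and the complement gene C1qb 21.1% in replicate 1 alone (11.1% to 36.3%). The chaperone Dnajb12 and Dkc1, the Ψ synthase of H/ACA particles, were each listed in 1 replicate over 7 chemistry reads. Mitochondrially encoded transcripts and the cytoskeleton, neuron and skeletal muscle lists had no site among those analysed. Whether the RefSeq transcripts used for alignment held the mitochondrially encoded ones was not examined. Their lack of sites thus tells nothing about Ψ in them.

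How levels differ between kinds of transcript was compared at the 434 sites with enough reads. Sites in coding transcripts had a lower median level (14.98%, interquartile range 8.65% to 52.9%, 97 sites) than those in non-coding transcripts (29.1%, 14.0% to 63.9%, 337 sites; permutation p = 0.00277, adjusted p = 0.00277). Runs of positions had a higher median (32.0%, 244 sites) than single positions (20.3%, 190 sites, permutation p = 0.00138, adjusted p = 0.00276). A run carries 1 level for all its positions and may hold more than 1 modified uridine. Part of this difference may thus come from how levels are counted, which was not tested. Within the non-coding RNAs, medians were 27.0% for 77 snRNA sites, 26.2% for 114 snoRNA sites and 14.8% for 21 sites of guide RNAs of the Cajal body, below the 64.9% for 23 sites of long non-coding RNA and the 43.8% for 95 sites of transcripts with no match in the gene table. Of these, 8 and 44 sites lay in Gm26917, Gm46178 and Gm15564, and without them the medians were 53.8% (15 sites) and 25.4% (51 sites). The 77 snRNA sites came from 51 genes, which may include copies of 1 RNA and are then not independent. The medians by type were not tested against each other. Compared within 5 strata of read depth, a setting chosen after seeing the data, the coding median was lower by a weighted mean difference of -8.85 points, which did not pass (permutation, adjusted p = 0.0533). The higher median of runs passed there.

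Replicate agreement was examined because it sets the size of difference that a treatment comparison could resolve. The median level over 441 sites was 29.2% in replicate 1 and 27.3% in replicate 2. Across these sites, which passed the deposited rules in both replicates and are not independent, Pearson's r was 0.977 and Spearman's rank correlation 0.966. The difference between replicates had an SD of 6.13 points, and 396 sites differed by at most 10 points. Precision followed depth. The SD of the difference was 11.0 points at 78 sites with 20 to 50 reads and 2.24 points at 67 sites with 1000 reads or more.

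**Figure D2:**
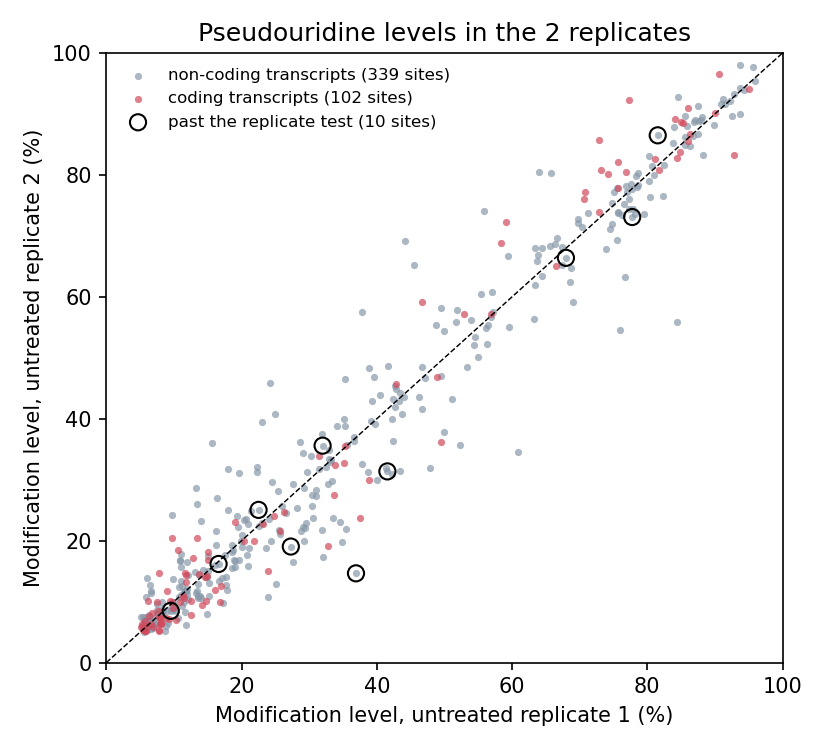
Modification level in percent of untreated replicate 1 (horizontal axis) against replicate 2 (vertical axis), 1 point per site, for 102 coding and 339 non-coding sites with at least 20 chemistry reads in each replicate. The dashed line marks equal levels, and open circles mark the 10 sites past the replicate test.

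By the exact test, 10 of the 441 sites differed between replicates after adjustment, 7 of them lower and 3 higher in replicate 2, and all 10 lay in non-coding transcripts. U6 RNA (Rnu6), the catalytic snRNA of the spliceosome, had 41.6% and 31.4% at position 40 (Fisher exact, adjusted p = 8.1e-07) and 27.3% and 19.0% at positions 9 to 10 (Fisher exact, adjusted p = 2.83e-06). All 5 Rnu6 sites were lower in replicate 2, of which 2 passed. A predicted snRNA, Gm22886, had the largest difference past the test, 36.9% and 14.6% at positions 9 to 10 (Fisher exact, adjusted p = 0.0464). Gm26917 had 81.5% and 86.5% at positions 4044 to 4045, and Gm46178 had 77.8% and 73.1% at positions 216 to 217. Of the 10, 8 had at least 1000 reads in each replicate, where small differences pass: for Rn7sk the values were 68.0% and 66.4%. No coding site passed among 102, and 9 had an unadjusted p under 0.05. The test sets 2 separate samples against read-sampling error alone, so a site that passed differed by more than counting noise, and the spread among animals was not measured.

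Reads were spread unevenly over the replicates at 4 genes. Chemistry reads in replicate 2 over replicate 1 had a median ratio of 69.2 in Gm26917 (41 sites from position 3390 on), 64.7 in Lars2 (18 sites), 101 in Gm46178 (6 sites) and 89.3 in Gm15564 (2 sites), against 0.986 at 430 sites of other genes. A further site, in Gm53756, had a ratio of 87.7. These 4 genes made up 19.9% of the chemistry read counts summed over listed sites in replicate 1 and 95.01% in replicate 2. A read over several sites counts at each, so these are not shares of reads. The difference in level between replicates had an SD of 3.74 points at the 68 of the 441 sites that lay in these genes and of 6.46 points at the 373 in others. The highest Lars2 site had 90.0% and 90.1% over 681 and 53747 reads, while the largest difference among the 4 genes, at Gm15564 position 97, was 55.8% against 74.0% and did not pass (Fisher exact, adjusted p = 0.0865). Of the 10 sites past the replicate test, 2 lay in these genes, those of Gm26917 and Gm46178.

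**Figure D3:**
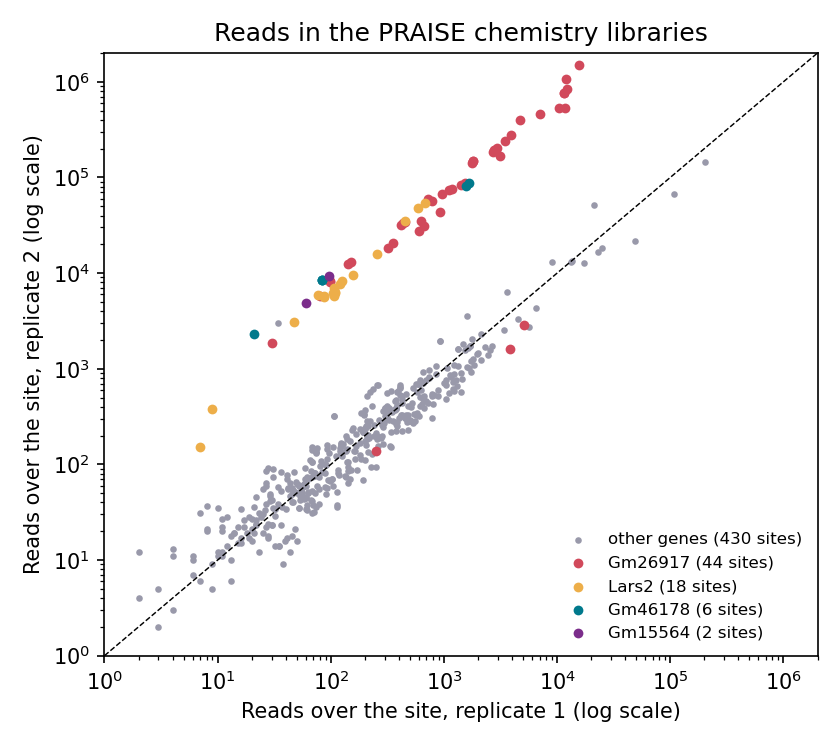
Reads over each site in the chemistry library of replicate 1 (horizontal axis) and replicate 2 (vertical axis), both on a log scale, with the dashed line at equal reads. Colours mark Gm26917, Lars2, Gm46178 and Gm15564, of which all but 3 Gm26917 sites lie far above the 430 sites of other genes except 1 site of Gm53756.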

Values the study reported

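The study reported more than 900 endogenous Ψ sites in the cochlea of untreated mice, with an enrichment in coding sequences and 3' untranslated regions. It reported a modification of approximately 30% at the targeted stop codon after RESTART v3. For target sites its methods describe amplicon sequencing, a measure unlike the transcriptome-wide levels given here. It described no new Ψ site after the treatment in the cochlea, where it also examined 50 regions predicted to resemble the guide's complement. In a cell line it did report off-target sites.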

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

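Left-out genes and comparisons within 5 strata of depth were chosen after seeing the data, the other settings before. The count of sites called in both replicates (428) was 335 at a level over 10 points and 469 at a minimum of 10 reads. Other rules gave counts between these, and replicates 1 and 2 alone gave 526 and 560. As the listed sites had already passed the authors' rules, this stability was largely set in advance. The median level moved by more than the spread between replicates in every setting but that without subtraction of the control ratio. In replicate 1 it was 31.9% at 10 reads, 25.4% at 50 reads, 23.6% without Gm26917, Lars2, Gm46178 and Gm15564, and 37.4% as a mean. In replicate 2 these were 31.2%, 23.7%, 22.7% and 37.4%. Fewer shallow sites enter at 50 reads; called sites under 50 chemistry reads had median levels of 31.6% and 35.0% in replicates 1 and 2, against 20.02% and 19.9% at 50 or more, and the cause was not tested otherwise. Sites past the replicate test numbered 8 at 10 reads, 11 at 50 reads, 6 without the 4 genes (where Gm22886 and Rn7s1 also missed the adjusted threshold) and 0 among coding transcripts, where fewer sites were tested. The coding minus non-coding difference kept its sign in 9 settings, from -20.6 points (1 site per gene) to -8.85 points. Adjusted permutation p ranged from 0.0001 to 0.0533. The setting of 1 site per gene kept the highest site of each. Its medians were 14.4% (68 coding sites) and 35.0% (181 non-coding sites). As genes with more sites gain from this choice, it does not isolate dependence within genes. The difference of -8.85 points within 5 strata of depth did not pass, and depth is thus a limit of that comparison. Runs stayed higher in all 9 settings (7.003 to 14.8 points, highest adjusted permutation p 0.0152), none of which changed how a run was counted. Without subtraction of the control ratio, 30 named sites stayed within the SD of the replicates and 6 moved beyond it. With 2 replicates, leaving out either cannot move a mean beyond their SD, so that measure says nothing here. By factor, 2 of the 36 named levels moved by more than 1.5, Gm22886 positions 9 to 10 (25.8%, then 14.6% or 36.9%, a factor of up to 1.76) and Ndufs7 positions 82 to 83 (15.1%, then 9.76% or 20.5%, a factor of up to 1.55), which thus rest on the replicates kept. No paired analysis was possible because only the untreated group had values here. For the same reason the comparison with RESTART v3 and its alternatives were not run, and the alternatives for guide complementarity (up to 5 mismatches, called sites only) were not run without a genome.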

Other observations

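Other transcripts of the cochlea, chosen after their values were seen and belonging to no list, were called in both replicates. Otos, which encodes the otospiralin of cochlear fibrocytes, had 11.1% ± 0.297 (SD, n = 2) at position 639. Triobp, an actin-bundling gene needed in hair cell stereocilia, had 25.5% ± 1.15 at positions 763 to 764, and the actin-severing gene Gsn had 24.5% ± 0.537 at position 645. Lrp2, the endocytic receptor megalin, had 8.74% ± 1.79 at position 748 and 7.61% ± 0.473 at position 791. The growth factor gene Igf2 had 23.0% ± 0.330 at position 2855. Alas2, the first enzyme of heme synthesis in red cell precursors, had 3 sites from 5.51% ± 0.490 to 14.6% ± 0.441. Syp, a protein of synaptic vesicles, had 42.8% ± 9.51 at positions 1798 to 1799. Among nuclear RNAs, Malat1 had 19.5% ± 0.684 at position 6274.

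Of the tests that follow, those on the 4 genes with uneven reads, on the depth of replicate 1 and on the loss of Xist sites were chosen after the result was seen, and that on host genes before. The read excess of replicate 2 over Gm26917, Lars2, Gm46178 and Gm15564 was not a matter of overall depth, since the ratio at other genes was 0.986 (interquartile range 0.685 to 1.27). In Gm26917 the excess was not restricted to the chemistry, since control reads there had a median ratio of 8.62 against 0.749 at other genes. The median over the 4 genes was 6.68, but Gm26917 held 41 of these 67 sites. Control ratios in Lars2 (2.30), Gm46178 (1.91) and Gm15564 (2.77) lay above the interquartile range of other genes (0.432 to 1.21). Some genes without the chemistry excess were higher still, such as Taf1d (control 4.33, chemistry 0.657) and Gm22009 (3.62, 0.582). For Lars2, Gm46178 and Gm15564 an excess confined to the chemistry is thus not excluded. The excess was larger with the chemistry in all 4 genes. It did not cover the whole Gm26917 transcript: at 3 sites between positions 73 and 1286 the highest ratio was 0.559, while the lowest from position 3390 on was 45.7. Whether reads of 1 abundant RNA, such as ribosomal RNA left after its removal, map to parts of all 4 genes stays open. Their median chemistry ratios lay within a factor of 1.57, but the genes were picked for high ratios and their control ratios spanned a factor of 4.51; sequences were not compared, and no biological explanation was tested.

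Xist, the RNA that coats the inactive X chromosome of females, had 7 sites, and each was listed in replicate 2 alone, with 57 to 283 chemistry reads and levels from 5.37% to 31.6%. Of 42 genes with at least 3 sites in replicate 2, it was the only one with none in replicate 1, and of 43 such genes in replicate 1 none lacked a site in replicate 2. Loss of sites near the detection limit cannot be told apart from a true difference: of 155 sites of other genes with reads and levels in the same range, 101 were also listed in replicate 1, but losses went together within genes (correlation 0.439), which puts the probability of missing all 7 at 0.0909, before any allowance for the 42 genes searched (0.000623 with independent losses, which ignores this clustering). The correlation rests on few genes. Of 129 matched genes, 5 had at least 3 matched sites, and 1 of these had none in replicate 1. A lower depth of replicate 1 throughout was not seen in chemistry reads at sites listed in both replicates. Replicate 2 over replicate 1 had a median ratio of 0.986 at other genes and 0.702 at 9 sites of chromosome X. Depth over Xist itself in replicate 1 was unknown for both libraries. Few control reads there could also leave a site unlisted, which this comparison cannot exclude. A lower amount of Xist RNA in replicate 1, as a difference in the sex of the animals may give, stays open and untested, because the labels do not give the sex.

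High levels in some coding transcripts may come from small RNAs encoded inside the same genes, as Rps12 holds Snora33 and Snord100. Genes typed as snRNA, snoRNA, guide RNA of the Cajal body or miRNA were counted. Of 11 coding genes whose highest site reached 50%, 4 held such a gene in the RefSeq table, against 18 of 57 below 50%. The odds ratio was 1.24 (95% interval 0.234 to 5.62, two-sided Fisher exact p = 0.738). The interval leaves both a marked excess and none possible, so these data do not settle it. Some genes below 50%, such as Igf2 and Wnk1, held a miRNA gene alone, while none of the 4 had a miRNA symbol. A comparison without miRNA genes was not made.

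The table analysed here held 755 Ψ sites in untreated cochlea. That is lower than the number quoted from the study above, and statements that a gene or list had no site cover the sites analysed alone. The study also gives its own list of endogenous sites, which was not compared here. Whether sites were left out of those analysed was thus not determined, and the gap does not measure a difference in sites found.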
